A study of Mus musculus with 18 samples. Its data were reported in "TREML4 Promotes Inflammatory Programs in Human and Murine Macrophages and Alters Atherosclerosis Lesion Composition in the Apolipoprotein E Deficient Mouse" (2020).

How the data were processed

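RNA abundance was measured in 18 libraries of total RNA from mouse bone marrow-derived macrophages (BMDM), which are macrophages grown from marrow cells with M-CSF. The cells came from Apoe-/- mice and from Apoe-/-/Treml4-/- double-knockout mice (DKO). Cells of each genotype were left untreated or were given oxidized low-density lipoprotein (oxLDL), a modified lipid particle that macrophages take up in atherosclerotic lesions, at 10 or 60 µg/ml (oxLDL 10 and oxLDL 60). Each of the 6 groups had 3 replicates, and groups and replicate numbers were taken from the sample labels. The series lists differing sequencing platforms or read lengths, and which library was run on which is not clear. A treatment label also mentions LPS, and this was not resolved.

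The authors aligned the reads with STAR and deposited 1 table of RPKM values (reads scaled to the length of the gene and the reads of the library) for 18668 gene symbols and all 18 libraries. Per the labels and the methods in the study's main text, the genome build and annotation were not named, so no genome coordinates are given here. Those methods refer to supplementary details, which may name them. The authors ran DESeq2 for their own gene lists. That test needs counts, so limma was used on the deposited RPKM, with limits on the adjusted p and the fold change that follow the study's methods. RPKM are scaled to the reads of each library, so that reads from a few very abundant RNAs lower every other value of that library. The table held 24 symbols that spreadsheet software had turned into dates, and these were kept as separate genes.

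The depth is not stated per library and was recovered from the table. Low RPKM values of a gene rise in steps of 1 read, and the ratio of such steps between libraries gives their relative depth. Of 20012 low values compared, 92.8% lay within 0.05 of a whole number of steps, against 10.0% by chance. With annotated transcript lengths (GENCODE M21), which 97.3% of the symbols had, the depth came to 39.7 M to 54.2 M reads or read pairs per library. A level of 3 reads over 1 kb of transcript then corresponds to 0.0553 to 0.0755 RPKM, and it was used as the limit of detection. For genes named below with few reads, the length was taken from the steps themselves, since these gave whole reads at that length. Such limits cover counting error only, because reads copied by PCR are not independent molecules. With 3 replicates per group, the spread between animals may set the precision of most genes more than the depth does. This was not compared gene by gene.

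Values were analysed as log2(RPKM + 0.1), so fold changes of low genes are understated. Genes with at least 0.1 RPKM in at least 3 libraries were tested, which left 12838. One linear model with a mean for each of the 6 groups was fitted to all 18 libraries with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend), and p-values were adjusted by Benjamini-Hochberg within each comparison. A gene was called when its adjusted p was under 0.05 and its fold change at least 1.4. The comparisons were DKO against Apoe-/- at each treatment, each amount of oxLDL against untreated cells within each genotype, and the interaction of genotype and oxLDL 60. Gene lists for cholesterol synthesis, LXR targets, NRF2 targets, the interferon response, inflammatory cytokines and lipid storage were tested with camera at an inter-gene correlation of 0.01, with fry (a rotation test with statmod 1.5.0 installed) beside it. Both were adjusted over the 6 lists in 4 comparisons. Over-representation of solute carriers, taken as symbols that start with Slc and a digit, used a two-sided Fisher's exact test among the genes tested. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 served for depth and plots.

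Except for genes added later, such as Dnajb3, Mmp9 and Lars2, the genes named were fixed by rule before the data were examined. So were the lists, most alternatives and the tests, apart from tests said below to have been chosen later. The rule took Treml4 and Apoe, 27 of the genes that the study names, Cd36, Ccl2, Ccr2, the sex-linked genes Xist, Ddx3y, Eif2s3y, Kdm5d and Uty, and the genes called between genotypes at all 3 treatments. It added, for each comparison, up to 3 genes higher and 3 lower with the largest fold changes among called genes whose groups did not overlap and whose mean was at least 1 RPKM. For the interaction it asked only for a call and that mean.

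Whether replicate numbers pair the libraries was checked with the correlation, across genes, of each library's deviations from its group mean. Within a genotype all 18 pairs of libraries with the same number correlated positively, from 0.18 to 0.69, while the median of pairs with other numbers was -0.35. Between genotypes the median for the same number was -0.17. The numbers were therefore taken to mark the same animal within a genotype. Whether they mark anything shared between genotypes cannot be told from this median. The Xist-positive animal has a different number in each genotype, and Xist-positive libraries of both genotypes correlated at 0.40 to 0.48. The pairing comes from this check and from the sex-linked genes. The lowest correlation between replicates of one group was 0.987.

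Alternatives were another pseudocount (0.5 or 0.01), no filter on low values or a filter at 1 RPKM, rescaling by the median ratio to the geometric mean library, only the groups compared in the fit, robust eBayes, the replicate number as a block, no limit on the fold change, and leaving out each library in turn. Added after the data had been seen were a block for the animal within each genotype, a term for libraries with Xist transcripts, a fit without those libraries, and limma's voom on reads estimated from RPKM, depth and length for genes with at least 10 in at least 3 libraries. The steps were tested on simulated values for 12838 genes with 200 changed genes. With a change of 1 on the log2 scale in 1 group, 98.0% of the changed genes were called, with 10 calls among the unchanged genes. With a change of 0.50 the share was 51.5%, and the interaction called 29.0%. A simulated list moved by 0.50 was called and none of the 5 unmoved lists was. The 200 changed genes were drawn only from genes with higher levels in untreated Apoe-/- cells. Noise was independent between genes and between libraries. The simulations therefore do not cover changes in low genes, libraries that share an animal, or lists of correlated genes. Which genes lie on the same chromosome or next to each other was read from the RefSeq table of assembly GRCm38.p6, which holds 99.0% of the symbols.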

Results

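Transcript levels were obtained for BMDM of 2 genotypes under 3 conditions, with 3 replicates in each of the 6 groups. Depth recovered from the table lay between 39.7 M and 54.2 M reads per library, a ratio of 1.36 between the deepest and the shallowest. All levels are in RPKM, given as mean ± SD with n = 3, and fold changes are on the log2(RPKM + 0.1) scale from limma with Benjamini-Hochberg adjusted p.

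The removed genes were examined first. In Apoe-/- libraries Treml4 stood at 1.86, 3.48 and 2.60 RPKM in untreated replicates 1 to 3, at 3.27, 3.61 and 3.08 RPKM with oxLDL 10, and at 8.36, 8.39 and 8.06 RPKM with oxLDL 60. In DKO libraries Treml4 was listed at 0 in 8 libraries and at 0.012 RPKM in untreated replicate 2, which equals 1 read. Against the level that 3 reads would give, Treml4 was at least 64.0-fold lower in DKO when untreated, at least 79.4-fold lower with oxLDL 10 and at least 191-fold lower with oxLDL 60. Apoe, removed in both genotypes, kept residual transcripts between 0.349 and 4.13 RPKM across the 18 libraries, and it was not called between genotypes at oxLDL 60 (log2 fold change -0.85, SE 0.40, limma adjusted p = 0.630). With a term for Xist-positive libraries it was called (adjusted p = 0.00383), and over its 17 alternatives the adjusted p ran from 0.00383 to 0.969.

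To ask whether lipid loading raises Treml4, each amount of oxLDL was compared with untreated Apoe-/- cells. Treml4 averaged 2.65 ± 0.81 RPKM (SD, n = 3) when untreated, 3.32 ± 0.27 with oxLDL 10 and 8.27 ± 0.18 with oxLDL 60, a ratio of 3.12 between the last and the first. The change at oxLDL 60 was 1.65 on the log2 scale (SE 0.16, limma adjusted p = 5.3e-07), with all 3 treated libraries above all 3 untreated ones. An exact two-sided permutation test of the same 6 values gave p = 0.10, the smallest that 3 against 3 allows. The alternative that moved the change most was leaving out untreated replicate 1, at 1.43. At oxLDL 10 the change was 0.35 (SE 0.16, limma adjusted p = 0.197). It passed the threshold only when untreated replicate 2 was left out (adjusted p = 0.0336), and over its 18 alternatives the adjusted p ran from 0.0336 to 0.656.

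**Figure D1:**
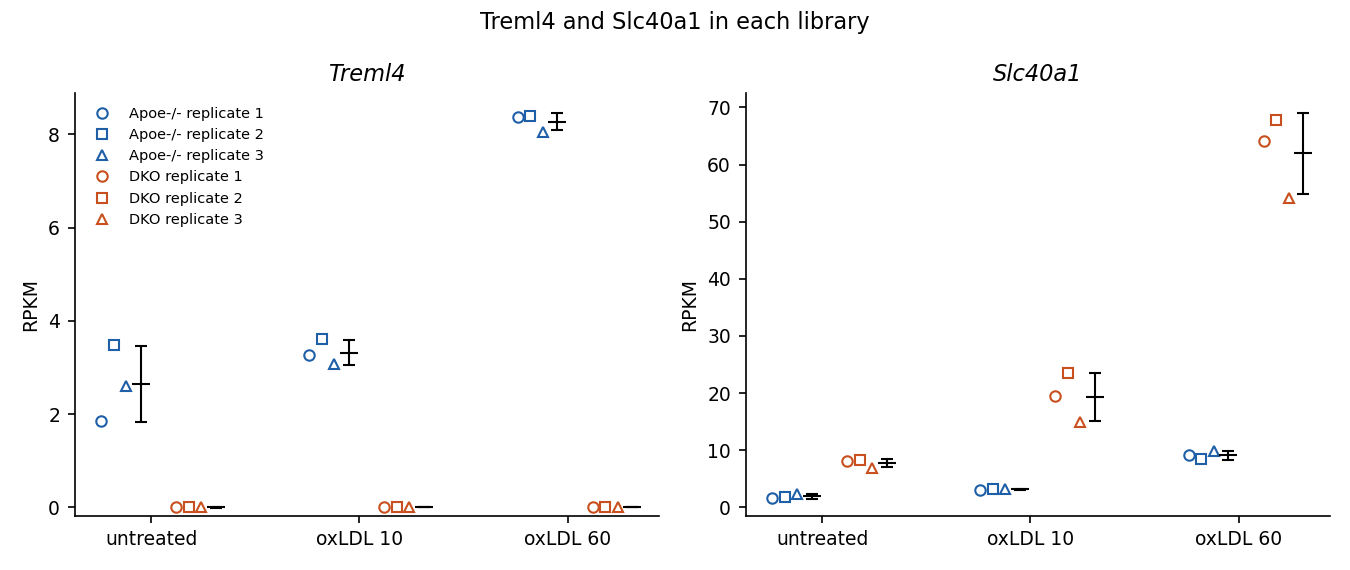
RPKM of Treml4 (left) and Slc40a1 (right) in each library by treatment, with symbols for replicates, blue for Apoe-/-, orange for DKO, and black bars for the mean ± SD of 3 libraries. Treml4 reached 8.06 to 8.39 RPKM with oxLDL 60 in Apoe-/- and stayed at or near 0 in DKO, while Slc40a1 was higher in DKO at each treatment.

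The response to oxLDL was then compared across all 12838 genes tested. In Apoe-/- cells oxLDL 10 gave 358 called genes (96 higher, 262 lower) and oxLDL 60 gave 1786 (915 higher, 871 lower). In DKO cells oxLDL 10 gave 290 called genes (73 higher, 217 lower) and oxLDL 60 gave 1564 (625 higher, 939 lower). After rescaling by the median ratio, oxLDL 60 gave 771 higher and 1020 lower genes in Apoe-/-, where most calls were then lower, and 771 higher and 799 lower in DKO. Among alternatives, dropping the limit on the fold change moved these counts most, to 3873 genes for oxLDL 60 in Apoe-/-. With the animal as a block, oxLDL 10 in DKO called 449 genes. Without DKO untreated replicate 3 that comparison called 185 genes and without DKO oxLDL 10 replicate 2 it called 186.

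At oxLDL 60 the largest increases in Apoe-/- cells under the naming rule were those of Gdf15, Gsta3 and Serpinb9b. Gdf15 rose from 1.65 ± 0.12 to 24.4 ± 5.5 RPKM (SD, n = 3), a log2 fold change of 3.78 (SE 0.44, limma adjusted p = 4.5e-06). The largest decreases were those of Cxcl10, Saa3 and Mmp14. Cxcl10 went from 94.4 ± 24.7 to 2.11 ± 0.32 RPKM, a log2 fold change of -5.39 (SE 0.23, limma adjusted p = 9.6e-11). In DKO cells Gdf15, Gsta3 and Cdcp1 led the increases, and Cxcl10, Mmp14 and Ch25h led the decreases. There Gdf15 had a log2 fold change of 3.67 (SE 0.44) and Cxcl10 one of -4.58 (SE 0.23). At oxLDL 10 the increases were led by Abcg1, Abca1 and Nptx1 in Apoe-/- and by Abcg1, Scd2 and Abca1 in DKO, and the decreases in both by Il1b, Cxcl10 and Socs3. Abcg1 at oxLDL 10 had a log2 fold change of 1.80 (SE 0.24) in Apoe-/- and of 2.55 (SE 0.24) in DKO. The call of Abca1 at oxLDL 10 in Apoe-/- (log2 fold change 1.15, SE 0.32, limma adjusted p = 0.038) was lost without any of 4 libraries, and that of Nptx1 (1.10, SE 0.26, adjusted p = 0.018) without any of 3.

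To see how far both genotypes responded alike, the calls at oxLDL 60 were intersected. In the same direction 1302 genes were called in both, 570 higher and 732 lower, where 108 would be shared by chance. They made up 72.9% of the calls in Apoe-/- and 83.2% of those in DKO. A further 3 genes were called in both with opposite signs. Across genes, which are not independent replicates, the log2 fold changes of both genotypes correlated with a Pearson's r of 0.895 and a Spearman's rho of 0.798. Of the 481 genes called in Apoe-/- alone, 470 had the same sign in DKO and 222 an adjusted p under 0.05 there. Of the 259 called in DKO alone, 247 had the same sign in Apoe-/-.

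**Figure D2:**
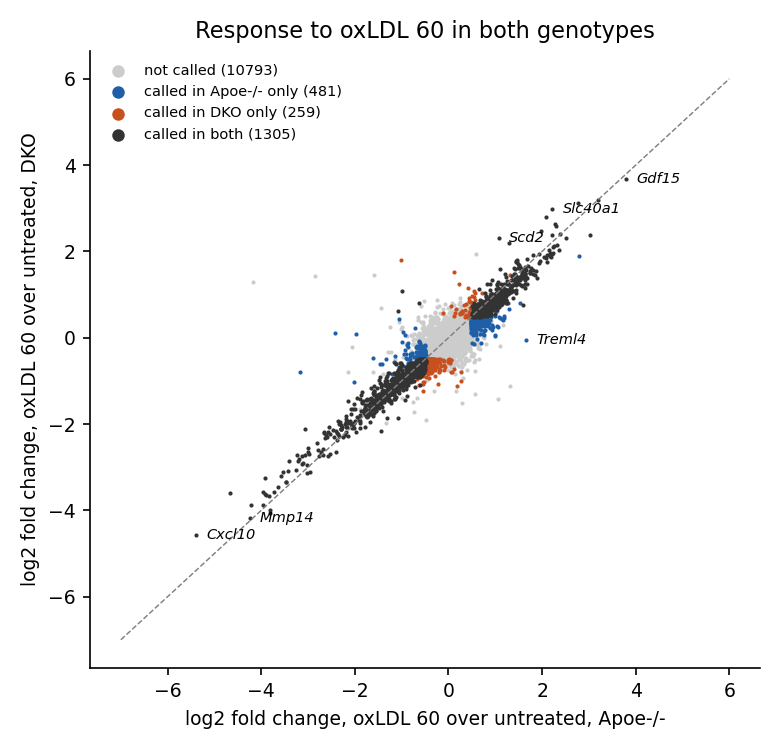
Log2 fold change of oxLDL 60 over untreated cells in Apoe-/- (x axis) and in DKO (y axis) for the 12838 genes tested, each point a gene, coloured by where it was called, with the line of equal change dashed. Most called genes lie near that line, and the 1305 genes called in both include 3 with opposite signs.

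Whether loss of Treml4 changed the response itself was tested with the interaction of genotype and oxLDL 60. It had 1256 genes at an unadjusted p under 0.05, where chance gives 642, and it called 2. The called genes were Treml4 (log2 difference -1.70, SE 0.22, limma adjusted p = 0.012) and Dnajb3, named after its value was seen, with a log2 difference of 1.70 (SE 0.26, limma adjusted p = 0.031) on at most 7 reads per library. With the animal as a block the interaction called 5 genes, which added Slc40a1, Scd2 and Mir703. Of the 740 genes called in only 1 genotype at oxLDL 60, the interaction called 1.

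The genotypes were compared at each treatment. DKO and Apoe-/- differed in 27 called genes when untreated (22 higher and 5 lower in DKO), in 11 with oxLDL 10 (8 higher, 3 lower) and in 16 with oxLDL 60 (10 higher, 6 lower). The alternative that moved these counts most was the fit without Xist-positive libraries, with 309, 108 and 75 genes. Rescaling by the median ratio gave 14 higher and 9 lower genes when untreated. When untreated replicate 3 of DKO was left out, 82 genes were called. With oxLDL 60 the count fell to 8 without Apoe-/- replicate 3 and to 8 without DKO replicate 2.

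A set of 9 genes was called between genotypes at all 3 treatments, with libraries of both genotypes not overlapping at any of them. A choice by calls favours such separation, so it is not further evidence. Replicate numbers were taken to mark the same animals within a genotype, so the 3 treatments are not independent repeats. The fit had no term for the animal, so its p-values treat libraries of the same animal as independent. The 9 genes were Treml4, Slc40a1, Erdr1, G530011O06Rik, Nnt, Olfml3, Zkscan3, Entpd4 and Entpd4b. Erdr1 stood at 0.94 ± 0.32 RPKM in Apoe-/- and 4.10 ± 0.54 in DKO with oxLDL 60 (SD, n = 3), a log2 fold change of 2.05 (SE 0.25, limma adjusted p = 0.0011). Nnt stood at 6.37 ± 0.19 and 11.0 ± 0.6 RPKM, a log2 fold change of 0.78 (SE 0.07, limma adjusted p = 9.5e-06). Entpd4 and Entpd4b were lower in DKO, with log2 fold changes of -0.71 (SE 0.09) and -0.65 (SE 0.08). These are near-identical genes whose reads the authors' counting could split, so their single values are uncertain. Zkscan3 had the smallest change, 0.50 (SE 0.09, limma adjusted p = 0.024), and it lost its call at oxLDL 60 without any of 5 of the 6 libraries. With only the groups compared in the fit, Erdr1 and Entpd4b lost their calls at oxLDL 10 and G530011O06Rik at oxLDL 60. In that fit Olfml3 lost its calls at oxLDL 10 and 60, and Entpd4 and Zkscan3 theirs at all 3 treatments. Treml4, Slc40a1 and Nnt kept all their calls there. Efcab7 was higher in DKO when untreated (log2 fold change 1.72, SE 0.28, limma adjusted p = 0.011) and with oxLDL 60 (1.58, SE 0.28, adjusted p = 0.029), and these calls were lost without any of 3 and of 4 libraries. Scd2 was lower in untreated DKO cells only (log2 fold change -1.13, SE 0.18, limma adjusted p = 0.011), a call that was lost without DKO replicate 2.

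**Figure D3:**
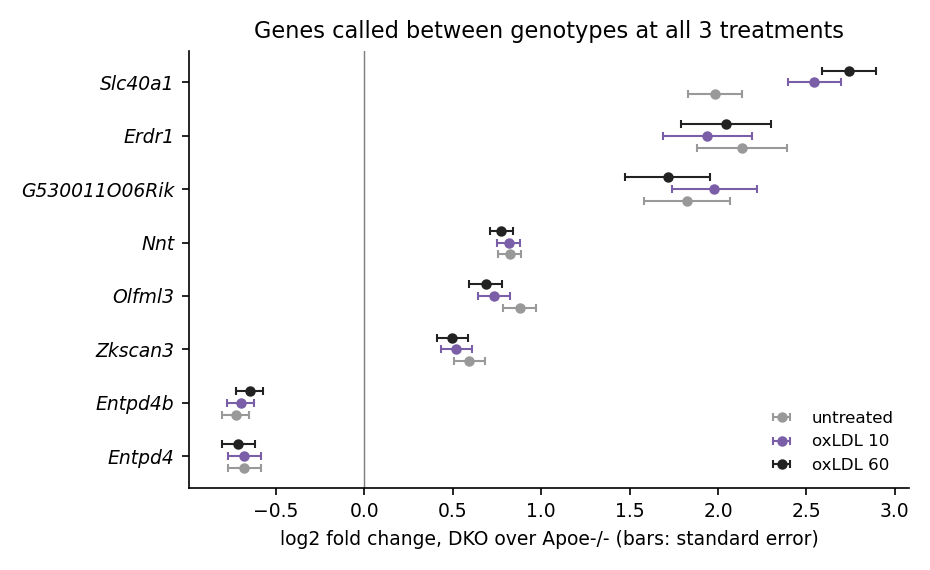
Log2 fold change of DKO over Apoe-/- (x axis) at each treatment for the 8 genes other than Treml4 that were called at all 3, with bars for the standard error of the fit. In untreated cells Erdr1 changed most, at 2.14, and with oxLDL 60 Slc40a1 did, at 2.74.

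Slc40a1, which encodes the iron exporter ferroportin, averaged 1.92 ± 0.44, 3.18 ± 0.09 and 9.16 ± 0.78 RPKM in Apoe-/- cells left untreated, with oxLDL 10 and with oxLDL 60 (SD, n = 3). In DKO cells it averaged 7.77 ± 0.75, 19.4 ± 4.2 and 62.0 ± 7.1 RPKM. The log2 fold change between genotypes was 1.98, 2.55 and 2.74 (SE 0.15 each), with limma adjusted p = 2.6e-06, 5.6e-08 and 1.8e-08. The exact two-sided permutation p at oxLDL 60 was 0.10, the smallest possible. Slc40a1 rose with oxLDL 60 in both genotypes, by 2.22 on the log2 scale in Apoe-/- and by 2.98 in DKO (SE 0.15 each). The interaction was 0.76 (SE 0.21, limma adjusted p = 0.507), and with the animal as a block its adjusted p was 0.049, while over all 24 alternatives the adjusted p ran from 0.049 to 0.804.

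A list of 27 genes to which the study drew attention at oxLDL 60, many of them solute carriers, was examined. Of these, 16 did not reach the filter, none with a mean over the 18 libraries above 0.072 RPKM, though Wfikkn2 averaged 0.153 ± 0.077 RPKM (SD, n = 3) in DKO with oxLDL 60. Of the 11 tested, only Slc40a1 was called over all genes tested, while 9 had an adjusted p under 0.05 when adjusted over the list alone. The list was chosen by the study on these same libraries, so the latter count is not independent evidence. Besides Slc40a1, 6 of the tested genes were higher in DKO, Slc36a2, Slc16a4, Slc9a4, Adra1a, Xk and Fhod3, and 4 were lower, Slc39a12, Slc18b1, Slc16a12 and Fbxo32. Slc36a2 had the smallest p after Slc40a1, with a log2 fold change of 0.80 (SE 0.17, limma adjusted p = 0.128), and it was called with libraries rescaled by the median ratio (adjusted p = 0.0425). Over its 16 alternatives the adjusted p ran from 0.0425 to 0.425. Adra1a was called only without Xist-positive libraries (log2 fold change 1.03, adjusted p = 0.0067). The genes below the filter were Slc23a3, Slc3a1, Slc2a12, Slc2a5, Slc1a2, Slc16a8, Slc6a17, Sox9, Tenm4, Sfrp2, Dkk2, Casp12, Capn3, Cxadr, Ttn and Wfikkn2. They were not part of the test across genes, and their highest reads in an oxLDL 60 library ran from 3 for Slc16a8 to 34 for Ttn. Looked at after these reads had been seen, 13 of the 16 had libraries that did not overlap between genotypes at oxLDL 60, 6 higher and 7 lower in DKO. Chance gives 10.0%, and among 2685 other genes below the filter with means in the same range the share was 8.57%. This count also rests on genes chosen on these libraries. Mmp9, which the study also names as lower in DKO, was not on the list and was added after its values were seen. It stood at 0.952 ± 0.066 RPKM in Apoe-/- and 0.586 ± 0.192 in DKO with oxLDL 60 (SD, n = 3) and was not called (log2 fold change -0.65, SE 0.21, limma adjusted p = 0.503). Without Xist-positive libraries it passed (adjusted p = 0.0492), and over its 17 alternatives the adjusted p ran from 0.0492 to 0.969.

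Solute carriers made up 216 of the genes tested, and 1 of them was among the 16 called genes at oxLDL 60. The odds ratio was 3.91 (95% interval 0.0924 to 25.6, two-sided Fisher's exact p = 0.238). After rescaling by the median ratio it was 7.35 (two-sided Fisher's exact p = 0.0362), and with a term for Xist-positive libraries 3.85 (exact p = 0.0492).

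Known programmes were followed as gene lists at oxLDL 60. In Apoe-/- cells all 6 lists passed an adjusted p of 0.05 with camera. Median log2 fold changes were -2.31 for the interferon response, -1.56 for inflammatory cytokines, -0.70 for cholesterol synthesis, 1.23 for NRF2 targets, 0.74 for lipid storage and 0.48 for LXR targets. In DKO cells all 6 lists passed as well, with medians of -2.11, -1.43, -0.72, 1.09, 0.61 and 0.46 in the same order. All 25 genes of the interferon list were called lower in both genotypes. Between genotypes at oxLDL 60, camera passed 3 lists, with medians of -0.08 for NRF2 targets, 0.04 for the interferon response and 0.19 for inflammatory cytokines. It did not pass cholesterol synthesis (-0.04), LXR targets (-0.01) or lipid storage (-0.05). For the interaction, camera passed LXR targets (0.12), NRF2 targets (-0.16), the interferon response (0.12), inflammatory cytokines (0.05) and lipid storage (-0.19), but not cholesterol synthesis (-0.02). Under fry, all 12 results within a genotype held and none of the 8 between genotypes or for the interaction did. With the animal as a block, lipid storage passed fry for the interaction (median log2 difference -0.19, limma fry adjusted p = 0.00755). The median of all genes for the interaction was itself -0.11, and rescaling by the median ratio shifted it by 0.12. After rescaling, without the block, the median of lipid storage was -0.064 (limma fry adjusted p = 0.507), and those of cholesterol synthesis for the interaction and of LXR targets between genotypes turned positive, at 0.10 and 0.016. The median of NRF2 targets for the interaction was then -0.029. Camera then no longer passed the interferon response between genotypes (limma camera adjusted p = 0.0574) or inflammatory cytokines for the interaction (camera adjusted p = 0.143). LXR targets in Apoe-/- did not pass camera with a term for Xist-positive libraries (limma adjusted p = 0.0545), without those libraries (0.102) or with only the groups compared in the fit (0.0985).

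Cd36, which encodes a receptor for oxLDL, rose with oxLDL 60 from 196 ± 20 to 438 ± 34 RPKM in Apoe-/- (SD, n = 3; log2 fold change 1.17, SE 0.14, limma adjusted p = 9.5e-06) and from 207 ± 38 to 424 ± 55 RPKM in DKO (1.04, SE 0.14, adjusted p = 3.7e-05). Ccr2 fell by 1.71 on the log2 scale in Apoe-/- and by 1.67 in DKO (SE 0.22 each). Neither gene differed between genotypes at oxLDL 60, with log2 fold changes of -0.05 for Cd36 and 0.10 for Ccr2 and signs that changed when single libraries were left out. Ccl2 stood at 203 ± 94 RPKM in Apoe-/- and 291 ± 115 in DKO with oxLDL 60, a log2 fold change of 0.54 (SE 0.62, limma adjusted p = 0.844), which is less than the spread between replicates. It was 0.82 when untreated and 0.84 with oxLDL 10 (SE 0.62 each), and Ccl2 was not called at either. Among libraries without Xist transcripts, the DKO values lay above the Apoe-/- values at each treatment. Over its 17 alternatives the limma adjusted p at oxLDL 60 ran from 0.426 to 0.990.

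The sex-linked genes Xist, Ddx3y, Eif2s3y, Kdm5d and Uty were read as a check of the animals. Replicate 2 of Apoe-/- and replicate 3 of DKO held Xist at 7.25 to 14.5 RPKM at every treatment, and the other 12 libraries at most 0.069. The 4 Y-linked genes together stood at 41.7 to 63.4 RPKM in those 12 libraries and at no more than 0.051 RPKM in the 6 Xist-positive ones.

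**Figure D4:**
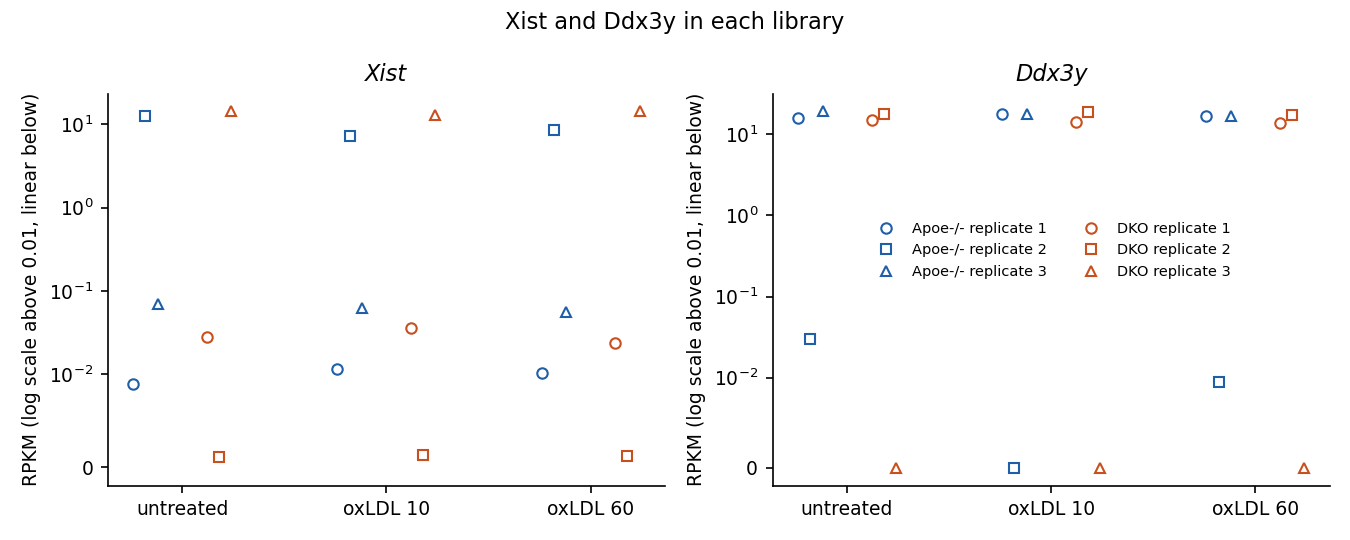
RPKM of Xist (left) and Ddx3y (right) in each library by treatment, on an axis that is logarithmic above 0.01 and linear below, with symbols for replicates and colours for genotypes. The same replicate number of each genotype holds Xist at all 3 treatments.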

Values the study reported

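The study counted 293 genes as differing between both genotypes once the cells had taken up the higher amount of oxLDL. It counted 1009 genes that the higher amount changed alike in both genotypes.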

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

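Of the tests in this part, those of Treml4 and Slc16a4 were chosen only after the result was seen, while the read count behind Dnajb3 was looked up after its test had been set.

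The effect of oxLDL 60 differed between genotypes by a test of the interaction for 2 genes, Treml4 and Dnajb3, with 1256 genes at an unadjusted p under 0.05. The splits of the animals were compared by the number of called genes, not by the 1256. Of the 10 splits, 1, the real one, called as many as 2 genes, and 10 splits cannot give a share under 0.10. With so few splits, the genotypes and a random grouping of the animals cannot be told apart by this count.

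For Treml4 the difference was -1.70 on the log2 scale. A candidate explanation is that DKO cells had no transcripts that oxLDL could raise. The highest number of reads in a DKO library was 1, which is what that explanation needs. The interaction then follows from the deletion together with the rise of Treml4 in Apoe-/- cells. Over its 24 alternatives the adjusted p ran from 0.000383 to 0.498.

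For Dnajb3 the difference was 1.70. A candidate explanation is the low number of reads, since the highest in any of the 12 libraries was 7. Apoe-/- libraries with oxLDL 60 held 0 reads and DKO libraries with oxLDL 60 held 5 to 7. The fitted size moves with the pseudocount, from 0.48 to 4.90 over its 22 alternatives, and the adjusted p from 0.00153 to 0.551. A biological difference between the genotypes stays open as a hypothesis.

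Slc16a4 moved in opposite directions in the genotypes, lower with oxLDL 60 than in the untreated library of the same replicate number in each Apoe-/- animal and higher in each DKO animal. Its log2 fold change was -0.40 in Apoe-/- and 0.41 in DKO, a difference of 0.81 with a limma adjusted p of 0.507 for the interaction (unadjusted p = 0.0254). With oxLDL 60 it had 0 to 9 reads in Apoe-/- libraries and 9 to 19 in DKO libraries. Low reads may account for this and cannot be told apart from a biological difference, because no value in the tables decides it. Of 68 comparisons over 34 genes that were looked at in this way, 1 came up and chance gives 2.13. Sox9, Slc3a1 and Dnajb3, all with few reads, were not among those that came up. Between untreated cells and oxLDL 60 they too moved in opposite directions in the genotypes for each replicate number, so Slc16a4 is not the only such gene. The count of 1 does not include them, so setting it against 2.13 may understate how often this happens.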

How the results depend on the processing

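The alternatives with a block for the animal, with a term for Xist-positive libraries, without those libraries and with voom were chosen after the data had been seen. For all changes below the cause was not tested, except where the construction of the alternative is named.

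The log2 fold change of Slc40a1 between genotypes at oxLDL 60 stayed called in all alternatives, from 2.69 to 2.78, and from 2.67 to 2.84 across the 6 fits that each left out 1 library. That of Treml4 with oxLDL 60 in Apoe-/- stayed called as well, from 1.51 to 1.85, and from 1.43 to 1.86 across its 6 fits.

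Without a limit on the fold change more genes pass by construction: 51 between genotypes when untreated, 904 and 3873 for oxLDL 10 and 60 in Apoe-/-, 510 and 3319 in DKO, and 2398 shared at oxLDL 60. With only the groups compared in the fit, which leaves fewer libraries to estimate the variance, the genotypes differed in 14, 4 and 5 genes when untreated, with oxLDL 10 and with oxLDL 60, and the interaction called 0 genes. Without a filter on low values 17 genes differed when untreated. The interaction called 1 gene with a pseudocount of 0.5, 0 with 0.01, 0 with a filter at 1 RPKM and 0 with voom, beside 1256 at an unadjusted p under 0.05 in the reported fit.

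With the replicate block by number, 82 genes differed between genotypes when untreated, 23 with oxLDL 10 and 20 with oxLDL 60, and the interaction called 1. Whether these numbers share anything between genotypes was not shown, so that block is not taken as a paired test. With the replicate block for the animal within each genotype, oxLDL 10 and 60 called 528 and 1958 genes in Apoe-/- and 449 and 1732 in DKO, and the interaction called 5.

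With the term for Xist-positive libraries the genotypes differed in 172, 75 and 49 genes in the order of treatments, and these included all genes called without it. Each genotype has 1 Xist-positive animal, so the term leaves the estimates between genotypes unchanged by construction and changes only their error. Without those libraries they differed in 309, 108 and 75. Study-named genes called at oxLDL 60 rose to 2 with the term, to 2 without those libraries and to 2 after rescaling by the median ratio. The odds ratio for solute carriers passed the threshold at 7.35 after rescaling (Fisher's exact p = 0.0362) and at 3.85 with the term (exact p = 0.0492). Over its 12 alternatives that left out no single library, the odds ratio ran from 2.48 to 14.7 and Fisher's exact p from 0.0362 to 0.288. Gene lists past camera between genotypes went to 1 without Xist-positive libraries and to 0 under fry, and those for the interaction to 3 with the term and to 0 under fry. With the animal as a block 1 list, lipid storage, passed fry for the interaction. LXR targets in Apoe-/- failed camera with the term, without Xist-positive libraries and with only the groups compared in the fit, and failed fry under the last of these. Rescaling shifted the median of all genes for the interaction by 0.12.

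Across the fits that each left out 1 library, genes called between genotypes ran from 12 to 82 when untreated, from 8 to 13 with oxLDL 10 and from 8 to 19 with oxLDL 60. When untreated the count was 14 without Apoe-/- replicate 2, and 12, 15 and 82 without DKO replicates 1, 2 and 3. With oxLDL 60 it was 8 without Apoe-/- replicate 3 and 8 without DKO replicate 2. In Apoe-/- the counts ran from 267 to 411 for oxLDL 10 and from 1712 to 1791 for oxLDL 60. In DKO they ran from 185 to 361, with 185 without untreated replicate 3 and 186 without oxLDL 10 replicate 2, and from 1397 to 1594. Shared genes ran from 1135 to 1323. The interaction ran from 0 to 2 and called 0 without any 1 of the Apoe-/- libraries with oxLDL 60. Study-named genes stayed at 1 and the odds ratio ran from 3.27 to 8.48. Lists past camera ran from 5 to 6 in Apoe-/-, stayed at 6 in DKO, and ran from 1 to 3 between genotypes, with 1 without DKO oxLDL 60 replicate 3. For the interaction they ran from 3 to 6, with 3 without Apoe-/- untreated replicate 1 or 3 or DKO untreated replicate 2.

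Reversed signs came up only in genes that were not called. Between genotypes at oxLDL 60, Cd36 went to 0.12 without Xist-positive libraries, to 0.0081 without Apoe-/- replicate 2 and to 0.052 without DKO replicate 3, and Ccr2 to -0.013 without Xist-positive libraries and to -0.12 without DKO replicate 3. Ccl2 with oxLDL 60 in Apoe-/- went to 0.10 without Xist-positive libraries, to 0.16 without untreated replicate 1 and to 0.27 without oxLDL 60 replicate 2. In DKO it went to 0.0030 without untreated replicate 2 and to 0.012 without oxLDL 60 replicate 3. Across all fits that each left out 1 library, Cd36 ran from -0.13 to 0.052, Ccr2 from -0.12 to 0.26, and Ccl2 from -0.43 to 0.27 in Apoe-/- and from -0.92 to 0.012 in DKO.

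Of 898 values of single genes under the other alternatives, 861 kept direction and side of the threshold, 28 became weaker, 6 stronger and 3 reversed. Of 494 values with 1 library left out, 448 kept both, 38 became weaker, 1 stronger and 7 reversed.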

Other observations

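In this part the tests of the reads summed over Entpd4 and Entpd4b, of the neighbours of Slc40a1 and of rescaling, and the splits of the samples, were set before their results were seen, and all others were chosen only after.

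At oxLDL 60 the genotypes differed in 16 called genes, with 187 at an unadjusted p under 0.05 and past the limit on the fold change. The study's count was larger. It came from DESeq2, which needs counts, while limma was run here on RPKM after a filter on low values. Of the 27 study-named genes, 16 did not reach that filter, so both counts are not directly comparable.

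The real split of the libraries gave the most genes in each comparison. For the genotypes at each treatment 1 of the 10 splits gave as many genes, and the others gave 0 to 8 when untreated and 0 with oxLDL 10 or 60. At oxLDL 60 the same 1 of 10 held for study-named genes and for the odds ratio of solute carriers. The other splits called 0 genes there, so this follows by construction and adds no evidence. Within a genotype, among the 4 splits that part all pairs of libraries from 1 animal, 1 gave as many genes for each amount of oxLDL, and 1 of 16 gave as many shared genes. Under camera, as many lists passed in 4 of 10 splits between genotypes, in 2 of 4 for oxLDL 60 in Apoe-/-, in 4 of 4 in DKO and in 2 of 10 for the interaction, so camera counts hold little information here. Under fry the other paired splits within a genotype gave 0 lists. None of these designs can give a share under 0.05.

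A set of 8 genes other than Treml4 differed between genotypes at all 3 treatments, and their interaction with oxLDL 60 was not called. With the animal as a block that of Slc40a1 was (limma adjusted p = 0.0487, with a range of 0.0487 to 0.804 over its 24 alternatives). A candidate explanation is DNA of the donor strain around the Treml4 deletion, but 0 of the 8 lie on the chromosome of Treml4. Among the 31 other genes called at any treatment, 4 do (12.9%, against 5.26% of the other genes tested, odds ratio 2.67, 95% interval 0.676 to 7.69, Fisher's exact p = 0.0783), which cannot be told apart from chance with so few genes. With a term for Xist-positive libraries, 22 genes other than Treml4 were called at all 3 treatments and 3 of them, H2-Q6, H2-Q9 and Ubr2, lie on its chromosome (13.6%, odds ratio 2.84, 95% interval 0.537 to 9.69, Fisher's exact p = 0.107). Ubr2 is separated from Treml4 by 21 tested genes and H2-Q6 by 112, and the RefSeq table places H2-Q9 apart from H2-Q6. How long a donor stretch would be was not measured, so DNA of the donor strain stays open for these genes. Stretches of other parental DNA could also bring neighbouring genes, and 1 neighbouring pair of genes whose names start differently, G530011O06Rik and Erdr1, was found where random sets held 0.136 on average (permutation p = 0.13 over 10000 sets), so this stays open. Entpd4 and Entpd4b are neighbours as well but were not counted, since genes of 1 family often lie together. Each genotype had 1 Xist-positive animal, so by these transcripts the sexes were balanced between genotypes. A fit of the 12 libraries without Xist still called 9 of the 9 genes at all 3 treatments. It reuses libraries on which these genes were chosen, so it is not further evidence. A difference in substrain between the mouse lines may act on such genes, Nnt among them, and stays a hypothesis, because the genotype labels hold no substrain and every DKO animal would share it.

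Reads shared between near-identical genes could shift Entpd4 against Entpd4b, but not their sum. The sum was lower in DKO by the same test, with a log2 fold change of -0.68 at oxLDL 60 (limma adjusted p = 0.000264), so exchange of reads between both is not the whole cause.

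Slc40a1 was higher in DKO at each treatment. A stronger NRF2 response in DKO, which could raise it, is argued against by the NRF2 list, whose mean log2 fold change at oxLDL 60 was -0.070 with an upper 95% bound of 0.11. A change of the whole region is argued against by the 6 nearest genes tested, whose median was 0.025 with 0 called and 0 at an unadjusted p under 0.05. A difference that oxLDL alone brings about is argued against by the 1.98 in untreated cells, and scaling of the libraries by the 2.77 after rescaling. An effect of the Treml4 deletion and one of other DNA that differs between the mouse lines both stay open as hypotheses.

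Xist was found in 6 libraries from 2 animals. Mixed or swapped libraries could do this, but the highest Y-linked sum in them was 0.123% of the lowest in the others, which argues against a mixture, and the same replicate number was Xist-positive at each treatment. Female animals are the hypothesis that remains. The labels do not give the sex.

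Ccl2 varied between replicates, and it was lowest in the Xist-positive library of each of the 6 groups. Its log2 difference by the term for these libraries was -1.39 (limma adjusted p = 3.6e-05), and 469 genes were called for the term, 121 higher and 348 lower. The 6 Xist-positive libraries come from 2 animals, and that fit treated libraries of the same animal as independent. Its p-value and count therefore overstate the evidence. Sex may explain this. Across genes, deviations from the group mean correlated at 0.40 to 0.48 between Xist-positive libraries of both genotypes (9 pairs). Other pairs of libraries between genotypes reached at most 0.39. These values go with sex, but with 1 such animal per genotype it cannot be told apart from other differences between animals.

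Lars2 ranged from 8.34 to 3648 RPKM. Treatment or genotype as the whole cause is argued against by 72.9% of its variance lying within groups and by 0 comparisons that called it, with 1, oxLDL 60 in Apoe-/-, at an unadjusted p under 0.05. Reads from ribosomal repeats may be a source, since Lars2 followed Rn45s over the 18 libraries with a Pearson's r of 0.73 (permutation p = 0.00045) and a Spearman's rho of 0.552 (permutation p = 0.019). Without the 2 libraries farthest from the median r was 0.477, and within genotypes it was 0.850 in Apoe-/- and 0.485 in DKO. A difference between animals as the whole cause is argued against by the libraries of each animal, whose highest was at least 10.1 times the lowest. Ribosomal repeats stay open as a source, since the relation rests in part on those 2 libraries.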
